A study of Mus musculus with 2 samples.

How the data were processed

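The series holds 2 libraries of single-cell RNA sequencing from whole mouse lung, 1 labelled control and 1 labelled fibrosis. Per the labels, male C57Bl/6J mice aged 3 months received 100 µg of titanium dioxide or crocidolite asbestos into the trachea and were killed 14 days later. Crocidolite is a fibre that scars the lung, and titanium dioxide is a particle used as its control. The labels name both particles in every sample's protocol and do not say which mouse received which, so the libraries are called control and fibrosis here. Lungs were perfused, digested with dispase and DNase I and freed of red cells by lysis, and cells were captured in droplets with the 3′ V2 chemistry of 10x Genomics. Each library came from 1 mouse.

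The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and cell, without normalisation, as whole numbers from 1 upwards. The aligner, the counting program, the read length, the genome build and the annotation are not stated in the labels or the files. The deposited cells had already been selected, since the lowest total was 1460 UMIs in the control library and 1915 in the fibrosis library. Both tables list the same 27998 genes by Ensembl identifier and symbol, and 27645 of these identifiers (98.7%) occur in GENCODE M21, from which positions on GRCm38 were taken. The libraries shared 89 barcodes.

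Cells with fewer than 200 genes or more than 10% mitochondrial UMIs were left out, which removed 1 control cell and no fibrosis cell for genes, and 254 control and 228 fibrosis cells for mitochondrial UMIs. Doublets were scored per library with the scrublet routine of scanpy 1.11.5, with an expected rate of 0.8% per 1000 cells. Where its threshold marked under 0.5% of cells, the top-scoring expected share was removed instead. In the control library the threshold marked 15 of 8025 cells (0.187%), so 521 cells (6.49%) were removed by score. In the fibrosis library the threshold marked 159 of 6945 cells (2.29%), and these were removed. Doublet removal was therefore unequal between the libraries, and an equal rule was added as an alternative. The scrublet neighbour search was changed from approximate to exact after a first run, so that reruns give identical output. The kept cells numbered 7504 and 6786.

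Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes and 30 principal components were used with 15 exact nearest neighbours and Leiden clustering at resolution 1 (python-igraph 0.11.9), without batch correction. Both libraries were clustered together. Clusters were named from marker lists of 25 cell types written before the data were examined. A class needed at least 3 markers raised at least 2-fold in the cluster and a mean log2 excess of at least 1. A cluster was called mixed when a type of another lineage scored at least 33.3% of the first and at least 0.8 on the log2 scale. A cluster with more markers of another type among its 10 leading genes was left unnamed. These naming thresholds, and the table of which types count as one lineage, were set after the clusters had been seen. Of the marker symbols, 9 were not in the files. Of 39 clusters, 28 received a class, 10 were mixed and 1 was left unnamed. Names are rebuilt from transcripts and may differ from the study's own, so each class is called "-like". Classes entered the comparison of shares with at least 50 cells over both libraries, and the comparison of expression with at least 50 cells in each, which 13 classes had. Proliferating cells form a class of their own. For the cycling shares these cells were given back to the class of their highest mean marker expression, a step decided after the clusters had been seen. Alveolar macrophage-like, interstitial macrophage-like and monocyte-like cells were reclustered together at resolution 0.5 with all listed genes left out of the variable genes.

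Expression was computed as summed UMIs per class and library, as CPM, the gene's UMIs scaled to a common class total, with exact Poisson 95% intervals, and the ratio between libraries with an exact interval of its own. Shares carry exact Clopper-Pearson 95% intervals. All these intervals cover counting error only and say nothing about the spread between mice. With 1 library per group no difference has a replicate check, and no statistical test between the groups and no p-value is given. A count of 0 was given an upper limit of 3 counts. Before the data were examined 6 gene lists were written. They cover monocyte-derived macrophages, tissue-resident alveolar macrophages, extracellular matrix and myofibroblasts, the AT2 injury response, growth factors with their receptors, and the cell cycle. Of these, 7 of the 11 tissue-resident genes in the files and 3 of the 18 matrix genes are also markers of their class, and 6 of the 25 monocyte-derived genes are markers of other classes. For the first 4 lists, the median log2 ratio between the libraries (0.5 UMI added to each sum) was placed among 10000 random lists of the same size matched on mean expression, as a description of these libraries. The cycling share was the share of cells with UMIs of at least 2 of 12 cell cycle genes after every cell was thinned to 1000 UMIs. The rule for named genes, also fixed beforehand, took every listed gene in its class. In each of the 13 classes it also took the 3 genes with the highest and the 3 with the lowest ratio among those with at least 100 UMIs. Their level had to reach at least 20% of that in the class with most of the gene, as a guard against free RNA. Mitochondrial, sex-linked and immunoglobulin genes were left out of this ranking.

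The median gene differed by less than 0.1 on the log2 scale between libraries in 12 of the 13 classes and by -0.11 in NK cell-like cells. The ratio, naming and list steps were tested on simulated class sums of 10013 genes with 200 changed genes at 10% of the UMIs of each library, more than most classes hold. There 95.7% of the intervals held the simulated ratio (94.5% for changed genes), 6 of 6 named genes were changed ones, a list of raised genes lay at the 100th percentile, and 10% of 200 unchanged lists lay below the 5th or above the 95th percentile.

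Alternatives tried were other limits on mitochondrial UMIs and genes, no doublet removal, other cluster resolutions, each library clustered by itself, and classes from markers cell by cell without clusters. Others were shares within the haematopoietic or other compartment, scaling by the median gene, detection after thinning, other depths and gene numbers for cycling, and other limits for named genes. Chosen after seeing the data were an equal doublet rule, the same UMI floor in both libraries, another clustering seed, and the subtraction or removal of gene shifts shared with other classes. Immunoglobulin genes and raw reads were not analysed here. The values of 2 genes are not reported here, although they stay in the lists and counts. The work used Python 3.11.15, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.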

Results

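The data were UMI counts of 15453 lung cells from 2 libraries, each from 1 mouse, collected 14 days after 100 µg of particles entered the lung. The control library held 8280 cells with 36632591 UMIs in total and a median of 3783.5 UMIs per cell. The fibrosis library held 7173 cells with 38090308 UMIs and a median of 4292 UMIs per cell. The lowest total of a deposited cell was 1460 UMIs in the control library and 1915 UMIs in the fibrosis library. After filtering, 7504 control and 6786 fibrosis cells were kept, with medians of 3706 and 4286.5 UMIs. There were no replicates, so every difference given here is between 2 libraries and has no replicate check, and every 95% interval covers counting error only.

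The first comparison addressed how the makeup of the lung suspension differed between the libraries. The kept cells formed 39 clusters, of which 28 carried the markers of 21 classes. The genes that led the main clusters define the classes and are not results. AT2-like (alveolar epithelial type 2) clusters were led by Lamp3, Sftpc and Slc34a2 or by Slc26a4, Il33 and Sftpd. Alveolar macrophage-like clusters were led by Fabp1, Ear1 and Krt79 or by Mmp12, Spp1 and Chil3. C1qa, Pf4 and Ms4a7 led the interstitial macrophage-like cluster, F13a1, Vcan and Ly6c2 the classical monocyte-like one, and Adgre4, Cd300e and Treml4 the nonclassical one. Retnlg and S100a9 led the neutrophil-like cluster, Cd79a and Ms4a1 the B cell-like one, Cd3d and Lef1 a T cell-like one, and Gzma and Ncr1 the NK cell-like one. Vwf or Cldn5 led endothelial-like clusters, Inmt and Col1a2 the fibroblast-like one, and Msln and Upk3b the mesothelial-like one. Xcr1 and Cd209a marked type 1 and type 2 dendritic cell-like cells, Foxj1 ciliated-like cells, Scgb1a1 club-like cells and Ager AT1-like cells. Top2a and Birc5 marked proliferating cells.

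AT2-like cells made up 12.97% of the control library (973 cells, 95% interval 12.2 to 13.8) and 24.0% of the fibrosis library (1628 cells, 23.0 to 25.0). Reclustering with the same UMI floor in both libraries moved this difference most, from 11.02 to 2.05 percentage points, because 127 control and 596 fibrosis AT2-like cells then fell into a cluster without a name. With the class calls kept and the same floor applied, the difference was 8.17 points. Alveolar macrophage-like cells rose from 8.36% (627 cells, 7.74 to 9.01) to 14.9% (1008 cells, 14.0 to 15.7). Interstitial macrophage-like cells rose from 2.21% (166 cells) to 5.44% (369 cells). Classical monocyte-like cells fell from 20.1% (1511 cells, 19.2 to 21.1) to 5.32% (361 cells, 4.80 to 5.88). Neutrophil-like cells fell from 8.57% (643 cells, 7.94 to 9.22) to 0.722% (49 cells, 0.535 to 0.954). With the same UMI floor the neutrophil-like share was 3.99% in the control library and 0.693% in the fibrosis library. B cell-like cells fell from 11.8% to 5.28% and NK cell-like cells from 4.04% to 2.18%, and with the same floor these differences shrank to -0.82 and -0.54 percentage points. Among haematopoietic cells, with the floor and the class calls kept, the B cell-like (9.08% and 9.48%) and NK cell-like shares (3.75% and 3.92%) differed by less than counting error.

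Type 1 dendritic cell-like cells rose from 1.28% to 2.99%, type 2 dendritic cell-like cells from 3.76% to 5.22%, and migratory dendritic cell-like cells from 0.147% (11 cells) to 1.22% (83 cells). The proliferating class rose from 1.21% to 2.62% and club-like cells from 0.613% to 1.41%. Ciliated-like cells rose from 1.73% to 2.34%. Their share of non-haematopoietic cells was 8.18% of 1590 control and 6.93% of 2293 fibrosis cells. That difference of -1.24 points is given without its counting interval, and its sign is not taken as settled. T cell-like cells (8.05% and 7.69%), nonclassical monocyte-like cells (4.28% and 4.04%) and endothelial-like cells (4.34% and 3.83%) differed by less than their counting error. So did fibroblast-like cells (46 and 58), AT1-like cells (32 and 34), mesothelial-like cells (33 and 33) and plasmacytoid dendritic cell-like cells (64 and 47). Of non-haematopoietic cells, however, endothelial-like cells made up 20.5% in the control and 11.3% in the fibrosis library, a difference of -9.16 points. Haematopoietic classes together made up 73.5% of the control library and 55.6% of the fibrosis library. The proliferating class and the mixed and unnamed clusters count in the total but in neither compartment. Each took a larger share of the fibrosis library, so part of this fall may lie there. Clusters with markers of 2 lineages held 3.30% of control and 4.94% of fibrosis cells, and the unnamed cluster 0.840% and 3.01%. Lymphatic endothelial-like cells (4 and 25) were too few to enter the comparison.

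**Figure D1:**
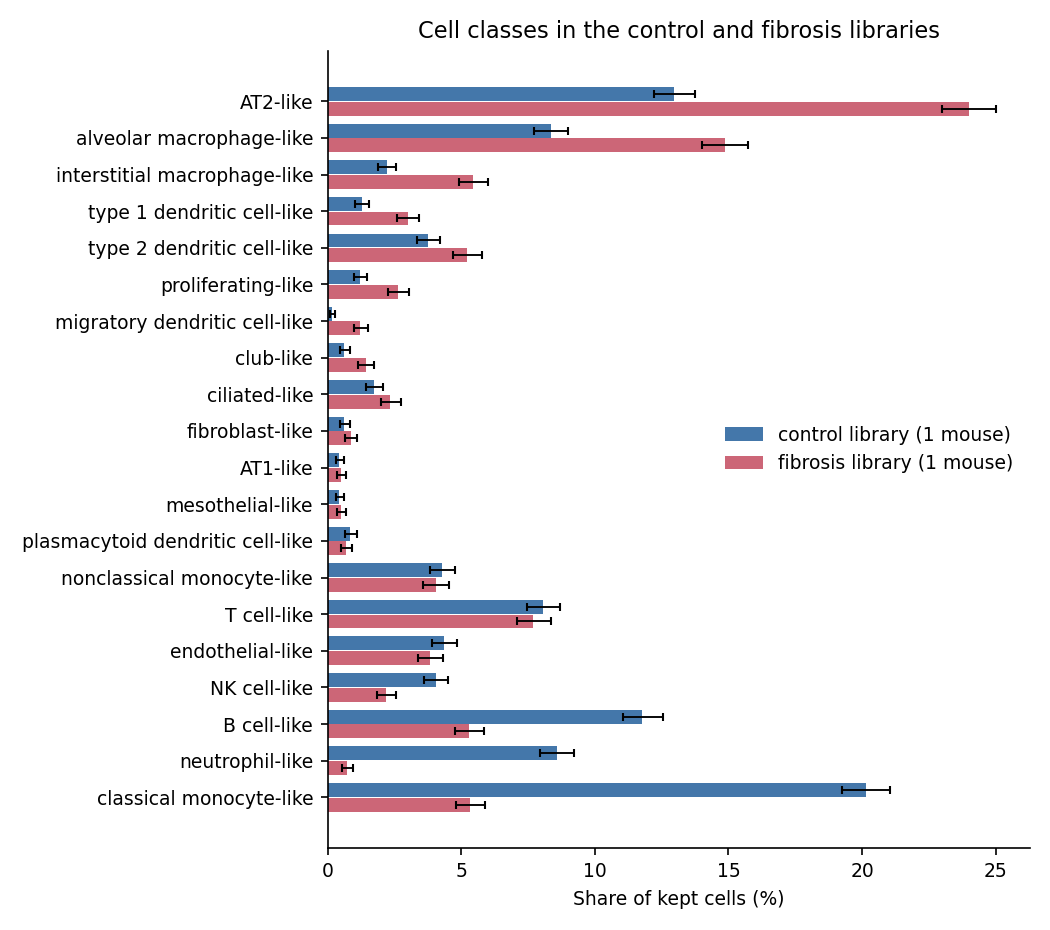
Share of kept cells (%, horizontal axis) in each class, in the control library (blue, 7504 cells) and the fibrosis library (red, 6786 cells), 1 mouse each; lines are exact 95% binomial intervals for counting error only. The AT2-like share was 12.97% against 24.0% and the classical monocyte-like share 20.1% against 5.32%.

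The series title concerns macrophage colony-stimulating factor (M-CSF, gene Csf1) and its receptor (gene Csf1r) in alveolar macrophages that descend from monocytes, and the next comparison asked whether the makeup of the macrophages differed. The alveolar macrophage-like, interstitial macrophage-like and monocyte-like cells (2625 control, 2012 fibrosis) formed 8 subclusters when reclustered without any listed gene. Subcluster 2 held 599 of 627 control alveolar macrophage-like cells (95.5%, 93.6 to 97.0) and 676 of 1008 fibrosis ones (67.1%, 64.1 to 70.0). Subcluster 5 held 20 control ones (3.19%, 1.96 to 4.88) and 307 fibrosis ones (30.5%, 27.6 to 33.4). Of all reclustered cells, subcluster 5 made up 0.762% in the control and 15.5% in the fibrosis library. The difference was smallest at a finer resolution of 1, where the matched subcluster held 0.0762% and 6.21%. It was largest with the genes shifted in unrelated classes left out, at 1.37% and 21.8%. Since 94.0% of its cells came from 1 library, the subcluster and the library cannot be separated.

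Among genes kept out of the clustering, over the cells of both libraries, Mmp12 stood at 4203 CPM (UMIs of the gene scaled to a common class total) in subcluster 5 and 94.3 in subcluster 2, and Spp1 at 5165 and 699. Arg1 stood at 391 and 9.82, Pdgfa at 27.0 and 1.40, and Csf1r at 109 (96.1 to 124) and 77.0 (70.4 to 84.1). In control cells alone Csf1r stood at 36.7 in subcluster 5 (4 UMIs, 9.99 to 93.9) and 74.1 in subcluster 2 (64.5 to 84.6), a difference within counting error. Siglecf was lower in subcluster 5, at 55.2 against 137, and so was Ear1, at 227 against 1028. Classical monocyte-like cells split by library, with 1482 control and 61 fibrosis ones in subcluster 1 and 5 control and 276 fibrosis ones in subcluster 6. Subcluster 6 was led by Pgk1. Subcluster 3 held 311 control and 270 fibrosis nonclassical monocyte-like cells and subcluster 4 held 165 and 358 interstitial macrophage-like cells. Subclusters 7 (26 cells) and 8 (13 cells) carried NK cell and AT1 markers.

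**Figure D2:**
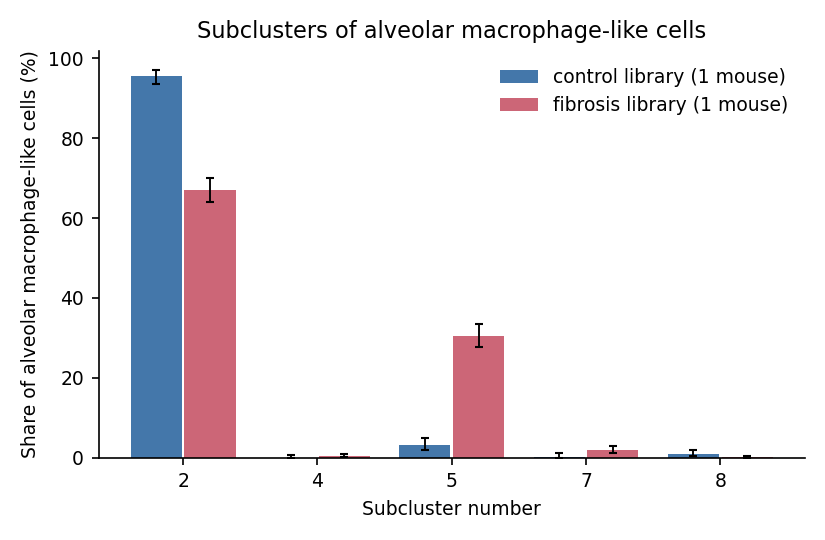
Share of alveolar macrophage-like cells (%, vertical axis) in each subcluster that holds any of them, in the control (blue, 627 cells) and fibrosis library (red, 1008 cells), 1 mouse each; lines are exact 95% binomial intervals for counting error only. Subcluster 5 held 3.19% of control and 30.5% of fibrosis alveolar macrophage-like cells.

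Transcripts of Csf1, its receptor and the receptor's other ligand, Il34, were then counted by class. Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149 on GRCm38, plus strand) was highest in interstitial macrophage-like cells, at 958 CPM in the control library (882 to 1039) and 726 in the fibrosis library (682 to 772). The log2 ratio was -0.40 (-0.55 to -0.25). The alternative that moved it most was the share of these cells with a Csf1r UMI after thinning to 1000 UMIs, 58.4% and 52.6%, a log2 ratio of -0.15. That share was 1.02% and 0.838% in B cell-like cells, the background class, and without thinning the interstitial shares were 89.2% and 86.7%. Median depths were 3332 and 3318 UMIs in interstitial macrophage-like and 1826 and 2512 in B cell-like cells. In alveolar macrophage-like cells Csf1r rose from 72.9 (63.6 to 83.1) to 91.9 CPM (84.3 to 100.0), a log2 ratio of 0.33 (0.11 to 0.57). The share of these cells with a Csf1r UMI after thinning was 7.34% (5.42 to 9.66) and 8.63% (6.97 to 10.5), each within the interval of the other. Nonclassical monocyte-like cells held 530 and 573 CPM and classical monocyte-like cells 279 and 269, differences within counting error. Of all Csf1r UMIs, classical monocyte-like cells held 47.9% in the control library and 12.5% in the fibrosis library, and interstitial macrophage-like cells held 13.01% and 31.3%.

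Csf1 (ENSMUSG00000014599, chromosome 3, 107741048 to 107760469, minus strand) was highest in mesothelial-like cells, at 296 CPM (74 UMIs, 232 to 372) in the control and 170 (48 UMIs, 125 to 225) in the fibrosis library. With 33 cells in each library this class lay outside the rule of 50 cells. Fibroblast-like cells (46 in the control library, also outside that rule) held 65.3 and 54.2 CPM and endothelial-like cells 38.6 and 28.8, differences within counting error. In alveolar macrophage-like cells Csf1 rose from 4 UMIs (1.31 CPM, 0.356 to 3.35) to 43 UMIs (7.40 CPM, 5.36 to 9.97), a log2 ratio of 2.501 (1.04 to 4.44). Of those 43 UMIs, 36 lay in subcluster 5. After thinning, 0 of 627 control cells held a Csf1 UMI, which allows a share of up to 0.478%, against 0.794% of fibrosis cells (0.343 to 1.56). In B cell-like cells, the background class, the shares were 0.226% (0.0274 to 0.815) and 0 of 358 cells (up to 0.838%), so at this depth the shares could not be told from background. Median depths were 4683 and 5215 UMIs in alveolar macrophage-like and 1826 and 2512 in B cell-like cells, and without thinning 0.638% and 3.27% of them held Csf1. Of all Csf1 UMIs, mesothelial-like cells held 40.7% in the control and 25.9% in the fibrosis library, and alveolar macrophage-like cells held 23.2% in the fibrosis library. Il34 (ENSMUSG00000031750) was held mainly by AT2-like cells, at 79.1% of its 91 control UMIs and 69.8% of its 281 fibrosis UMIs. In these cells it stood at 12.2 (9.55 to 15.4) and 19.9 CPM (17.2 to 22.9). That log2 ratio of 0.71 became -0.41 when the median ratio of the other classes was subtracted.

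Among the other growth factor genes, Pdgfa in alveolar macrophage-like cells rose from 2.62 (8 UMIs) to 11.02 CPM (64 UMIs), a log2 ratio of 2.07 (1.01 to 3.35). With classes assigned cell by cell from markers, the ratio reversed to -0.44. Tgfb1 in these cells fell from 283 to 183 CPM (log2 ratio -0.63), and its median log2 ratio in the other classes was -0.71. Csf2ra (log2 ratio 0.06) and Csf2rb (0.05) in alveolar macrophage-like cells differed by less than counting error. Csf2 lay mainly in AT2-like cells, which held 33 UMIs of it in each library, and Pdgfra in fibroblast-like cells, at 91.2% and 92.8% of its UMIs. Endothelial-like cells held 48.1% of the Pdgfb UMIs in the control and 28.6% in the fibrosis library, the largest share of any class in each. Pdgfrb had 31 UMIs in the control and 63 in the fibrosis library.

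**Figure D3:**
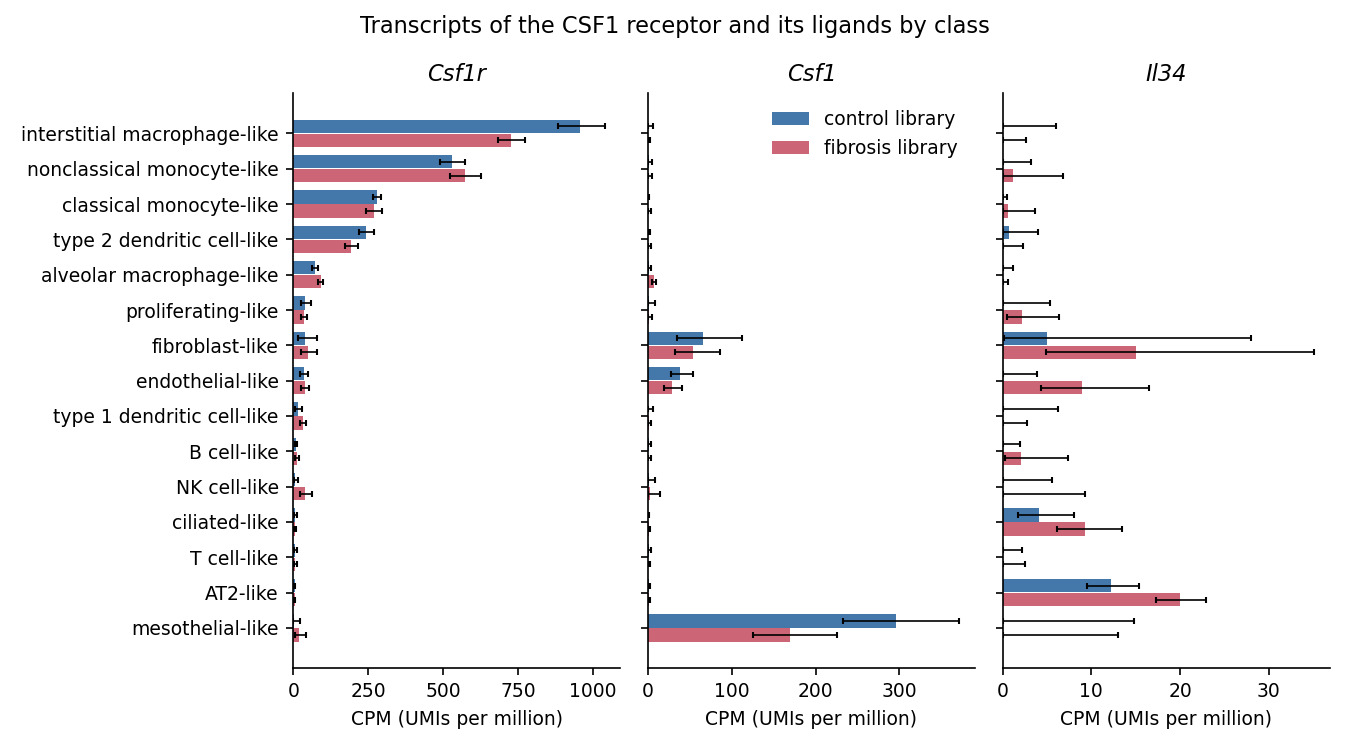
CPM (horizontal axes, 1 scale per gene) of Csf1r, Csf1 and Il34 in the classes with at least 50 cells in each library and in fibroblast-like and mesothelial-like cells, for the control (blue) and fibrosis library (red), 1 mouse each; lines are exact 95% Poisson intervals for counting error only. Csf1r was highest in interstitial macrophage-like cells (958 and 726) and Csf1 in mesothelial-like cells (296 and 170).

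The lists of macrophage genes asked whether the alveolar macrophage-like cells of the fibrosis library carried more transcripts of monocyte-derived and fewer of tissue-resident macrophages. The 25 monocyte-derived genes had a median log2 ratio of 1.37 (95% interval of the median over genes 0.44 to 2.76), at the 100th percentile of the random lists, whose median was -0.08. Among all alternatives the median was lowest at 0.67. After subtraction of each gene's median ratio in the other classes it was 0.81. Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499) rose from 49.4 to 1751 CPM, with a median log2 ratio of 5.30 in the other classes as well. Spp1 rose from 387 to 2623 (2.52 in the other classes) and Arg1 from 1.31 (4 UMIs) to 165 (4.85 in the other classes). Genes with a median of 0.16 or less in the other classes rose too. Fn1 went from 173 to 700, Apoe from 147 to 360, and Trem2 from 86.0 to 224. Mmp14, with 0.32 in the other classes, went from 3 to 118 UMIs (log2 ratio 4.37, 2.79 to 6.67). Tgfb1 and Cd9 (log2 ratio -0.29) were lower, and Lpl and Il1rn did not differ by more than counting error.

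The 11 tissue-resident genes present in the files had a median log2 ratio of -0.49 (-1.08 to 0.28), at the 0th percentile of the random lists, and -0.51 after subtraction of the other classes. Cidec fell from 241 to 110 CPM, Fabp1 from 818 to 386, Serpinb1a from 205 to 103 and Ear1 from 1193 to 611. Car4 went the other way, from 334 to 530, and so did Itgax, from 391 to 474. Of these 11 genes 7 (Siglecf, Car4, Plet1, Krt79, Fabp1, Ear1 and Atp6v0d2) were also markers that name the class. Ear1 belongs to a family of similar ribonuclease genes, so its counts are uncertain. Within subcluster 2 alone the monocyte-derived median was 0.25 (-0.12 to 0.83) and the tissue-resident median -0.15 (-0.61 to -0.04).

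The list of extracellular matrix genes asked whether the fibroblast-like cells differed, with 46 control and 58 fibrosis cells. Over 17 genes with UMIs the median log2 ratio was 0.65 (0.08 to 0.95), at the 100th percentile of the random lists. After subtraction of the other classes, which was possible for 9 of the genes, it reversed to -0.81. Of the list, Col1a1, Col1a2 and Col3a1 were also markers that name the class. Col1a1 (ENSMUSG00000001506) rose from 1126 to 2157 CPM, Col3a1 from 1649 to 4161 and Sparc from 2855 to 5515. Timp1 (log2 ratio -0.65), Tagln (-1.67) and Fn1 (-0.70) were lower. Postn had 0 control UMIs and 12 fibrosis UMIs, at least 2.39-fold higher against a limit of 3 counts over the class, with an exact lower limit of 0.73 for the log2 ratio. Cthrc1 had no UMI in these cells.

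The 12 genes of the AT2 injury response had a median log2 ratio of 0.48 (0.02 to 1.42) in AT2-like cells, at the 100th percentile of the random lists. The median reversed to -0.044 when the ratio in the other classes was subtracted. Lcn2 (ENSMUSG00000026822, chromosome 2) rose from 775 to 2071 CPM, Lrg1 from 331 to 712, Il33 (ENSMUSG00000024810, chromosome 19) from 318 to 495 and Chil1 from 2214 to 3360. Retnla (ENSMUSG00000061100, chromosome 16) rose from 23.2 to 2888. It also rose from 293 to 24050 in club-like, 298 to 11691 in ciliated-like and 5.31 to 194 in B cell-like cells. Krt8 (log2 ratio -0.11), Krt19 and Cdkn1a did not differ by more than counting error. Of AT2-like cells, the cluster led by Slc26a4, Il33, Lcn2 and Chil1, 3 of them genes of this list that also shaped the clusters, held 21.9% in the control library (213 of 973, 19.3 to 24.6) and 55.3% in the fibrosis library (901 of 1628, 52.9 to 57.8).

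**Figure D4:**
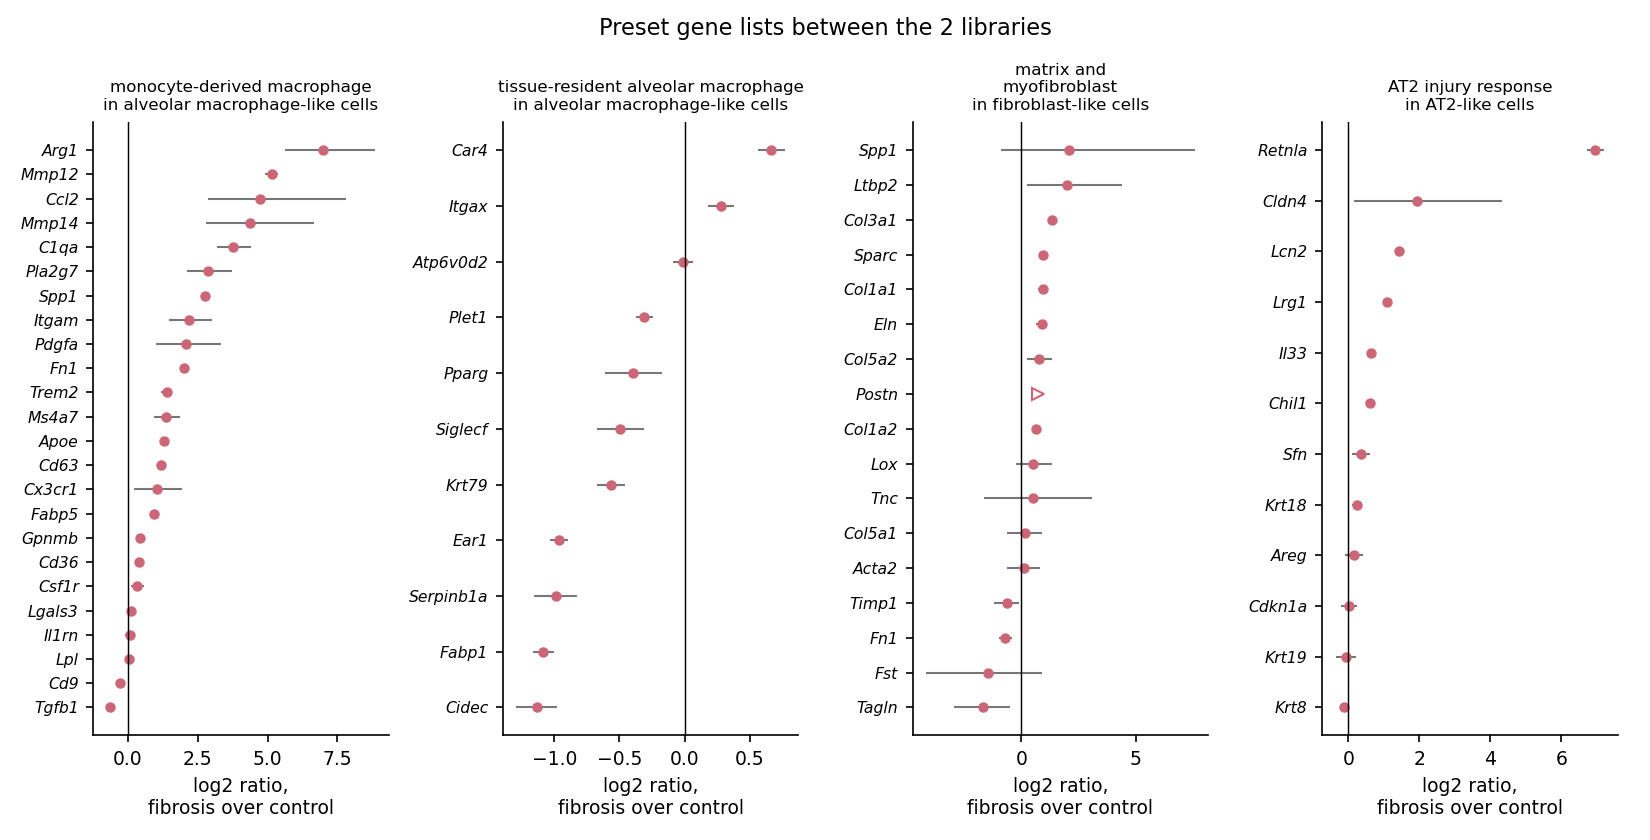
Log2 ratio of CPM, fibrosis over control library (horizontal axes, 1 scale per list), for the genes of 4 preset lists in their class, without those not reported here; points are ratios, lines exact 95% intervals for counting error only, and the open triangle marks the lower limit for Postn, which had 0 control UMIs. Of the monocyte-derived genes, Arg1 (6.98) and Mmp12 (5.15) had the highest ratios.

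The share of cycling cells was compared at 1000 UMIs per cell. Among alveolar macrophage-like cells it was 5.21% in the control (35 of 672, 3.65 to 7.17) and 4.81% in the fibrosis library (52 of 1082, 3.61 to 6.25), a difference within counting error. Without thinning the shares were 7.59% and 9.33%. Among AT2-like cells 0 of 973 control cells cycled, which allows a share of up to 0.308%, against 0.489% in the fibrosis library (8 of 1636, 0.211 to 0.961). Endothelial-like cells cycled at 0.307% (1 of 326) and 1.92% (5 of 260), T cell-like cells at 2.10% and 1.87%, and fibroblast-like cells at 1 of 46 and 0 of 58, the latter allowing up to 5.17%. These differed by less than counting error.

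The rule for named genes gave 78 gene and class pairs. Many of them repeated the same genes in class after class. Nme2 rose in every one of the 13 classes, by a median log2 ratio of 3.15 (lowest 2.17, highest 3.81). Gm6133 (-2.27), Rps18-ps3 (-2.35), Gm10263 (-1.99), Wdr89 (-1.83) and Rps27rt (-1.69) were lower in each class. Several of these are pseudogenes or have near-identical copies, so their counts are uncertain. When genes were ranked after subtraction of the ratio in the other classes, 16 of the 78 pairs were kept.

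The other pairs differed in how far they stood apart from the other classes. In AT2-like cells Fxyd4 rose from 5 to 456 UMIs (log2 ratio 5.77, other classes -0.75). Slc26a4 rose there from 7.29 to 102 CPM (log2 ratio 3.80), no more than in the other classes (4.12). In endothelial-like cells Cyp26b1 rose from 12 to 313 UMIs (log2 ratio 4.49, 3.66 to 5.46), against 2.24 in the other classes, while Ccdc184 fell from 104 to 33 UMIs, without a value in the other classes, and Chst1 from 187 to 73, by -1.57 on the log2 scale against -1.47 in the other classes. In alveolar macrophage-like cells Ccl24 (0 and 270 UMIs) was at least 47.4-fold higher and Bex1 (0 and 246 UMIs) at least 43.2-fold higher, in 36 and 29 cells, with 17.0% and 19.9% of the UMIs in 1 cell. Rbp4 (1 and 999 UMIs, log2 ratio 9.04, 6.56 to 14.34) had 53.3% of its UMIs in 1 cell, and Hspa1b, which fell from 83 to 23 UMIs, had 68.9% in 1 cell. In ciliated-like cells Clca1 (0 and 1336 UMIs) was at least 298-fold higher, from 24 cells, and Chil4 (0 and 525 UMIs) had 66.1% of its UMIs in 1 cell. In interstitial macrophage-like cells Rnase2a (0 and 141 UMIs) was at least 20.6-fold higher, with a log2 ratio of 5.63 in the other classes, and Cd209b fell from 119 to 9 UMIs with 82.0% in 1 cell. Haemoglobin genes in NK cell-like cells and Camp, Ngp and Cxcl10 in proliferating cells each had at least 98.2% of their UMIs in 1 cell. In type 1 dendritic cell-like cells Tcea3 rose from 8 to 103 UMIs.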

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

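Tests chosen only after the data had been seen are those of the UMI floor, of fewer blood cells and of the subtraction of the other classes' ratio.

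Csf1r went opposite ways in the 2 macrophage classes. Its log2 ratio, fibrosis over control, was 0.33 in alveolar macrophage-like cells and -0.40 in interstitial macrophage-like cells. It stood out because each ratio lay beyond the counting error of its UMIs with the opposite sign. That error takes UMIs as independent, although the UMIs of 1 cell belong together. Counted by cells after thinning, the alveolar shares were 7.34% in the control (5.42 to 9.66) and 8.63% in the fibrosis library (6.97 to 10.5). Each lies within the interval of the other. With 1 mouse per group the difference between the classes was not tested against the spread between mice. Both signs held under each alternative, with ratios from 0.15 to 0.41 in alveolar and from -0.50 to -0.15 in interstitial macrophage-like cells. A shift of the whole library would move both classes alike, and the subtraction of the other classes' median ratio left the signs apart. A change in the makeup of a class stays open. Subcluster 5 took 30.5% of fibrosis and 3.19% of control alveolar macrophage-like cells. Among these cells its Csf1r level was 36.7 CPM in the control (4 UMIs, 9.99 to 93.9) and 113 in the fibrosis library (99.0 to 128), and that of subcluster 2 was 74.1 (64.5 to 84.6) and 79.0 (70.0 to 88.9). A difference between the mice, by particle or otherwise, was not tested.

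Pdgfa went opposite ways in alveolar macrophage-like cells (log2 ratio 2.07, from 8 to 64 UMIs) and AT2-like cells (-0.39, from 291 to 371 UMIs in more cells), and this difference was not tested either. Of the 64 fibrosis UMIs, 58 lay in subcluster 5. The rise may depend on which cells are counted as alveolar macrophages, since with classes assigned cell by cell from markers the ratio reversed to -0.44, and the share of cells with a Pdgfa UMI after thinning was 0.319% and 0.595%. Free RNA would raise other classes too, and their median log2 ratio was -0.16. No biological explanation was tested.

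A cluster that the marker lists could not name held 0.840% of the control library (63 cells) and 3.01% of the fibrosis library (204 cells, 2.61 to 3.44), and it stood out because no comparison used it. It was led by Cxcr6, Ikzf2, Gata3, Icos, Klrg1 and Il1rl1. After thinning to 1000 UMIs, Cd3g UMIs were found in 60.3% of its control and 46.1% of its fibrosis cells, Gata3 in 31.7% and 28.9%, and Il1rl1 in 11.1% and 20.1%. In B cell-like cells, the background class, these shares were 0.113% and 0.279% for Cd3g, 0 of 884 and 0 of 358 cells for Gata3, and 0 of 884 cells and 0.279% for Il1rl1. Without thinning, at median depths of 2432 and 2516 UMIs, the cluster held Cd3g in 73.0% of cells in each library, Gata3 in 47.6% and 54.9%, and Il1rl1 in 23.8% and 34.8%. T cell markers and markers of group 2 innate lymphoid cells lie together here, which is consistent with regulatory or activated T cells, innate lymphoid cells or both. Its share rose by a ratio of 3.58 (2.69 to 4.83). With the same UMI floor and the class calls kept, the control share was 0.773% (0.569 to 1.03), so the higher floor of the fibrosis library does not account for the rise. Fewer blood cells alone would raise all classes that blood does not bring by a like factor, yet the ratio was 0.882 (0.746 to 1.04) in endothelial-like, 1.35 (1.07 to 1.72) in ciliated-like and 1.85 (1.71 to 2.01) in AT2-like cells. In interstitial macrophage-like cells it was 2.46 (2.04 to 2.97), an interval that overlaps that of the unnamed cluster. Overlap does not show that the 2 ratios are alike, and their difference was not tested. Whether the cluster rose more than that class stays open. Whether the particle changed the number of cells of the unnamed cluster in the lung was not tested.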

How the results depend on the processing

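Chosen after seeing the data were the equal doublet rule, the same UMI floor, another clustering seed, and the subtraction or removal of gene shifts shared with other classes. Across 36 results 411 alternative values were computed. Of these 358 stayed within the counting interval of the reported value or, for named genes, within 1.5 times the count, 46 moved outside it and 7 changed the sign of a value that had lain beyond counting error. Counted over all values, 21 did not keep the sign of the reported value, and 14 of these belong to differences reported as within counting error, where the sign is not settled. No paired analysis was possible because the groups share only replicate number 1 and no result comes from a test.

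The fall of the neutrophil-like share, -7.85 percentage points as reported, was -9.21 with at most 5% mitochondrial UMIs, -6.31 with at least 500 genes, -5.99 with each library clustered by itself, -10.4 within the haematopoietic compartment and -3.30 with the same UMI floor. The change in classical monocyte-like share (-14.8) was -11.5 with each library clustered by itself, -17.9 within the compartment and -17.4 with the same UMI floor. The alveolar macrophage-like share (6.50 points) rose by 4.53 with cell-by-cell gating, 15.3 within the compartment and 5.08 with the same UMI floor. The AT2-like share (11.02 points) rose by 2.05 with the same UMI floor, because that clustering left one AT2-like cluster unnamed; with the class calls kept the floor gave 8.17. The floor removes more control than fibrosis cells of low depth, and neutrophil-like cells had the lowest median depth of the control classes compared (1810 UMIs). For the other moved shares the cause was not tested. The ciliated-like share changed sign within its compartment (-1.24 points), where the AT2-like cells are the larger part of the total. That difference is given without its counting interval, and its sign is not taken as settled.

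The log2 ratio of Csf1r in interstitial macrophage-like cells was -0.15 by share of cells after thinning, which saturates where most cells hold a UMI. Pdgfa in alveolar macrophage-like cells changed sign with cell-by-cell gating (-0.44); the cause was not tested. Subtraction of the other classes' median ratio changed the sign of Il34 in AT2-like cells (-0.41), of Tgfb1 in alveolar macrophage-like cells (0.082), of the extracellular matrix list (-0.81) and of the AT2 injury list (-0.044). That subtraction also removes what free RNA brings into the other classes, so it can overcorrect. Csf1 in alveolar macrophage-like cells gave no value by share of cells, because 0% of control cells held a UMI after thinning; its other ratios ran from 2.15 to 2.70. The monocyte-derived list ran from 0.67 to 1.56 and the tissue-resident list from -0.51 to -0.29, without a change of sign.

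The share of subcluster 2 (10.8 points higher as reported) was 14.1 points with at most 5% mitochondrial UMIs, 5.14 with the shifted genes left out, and reversed to -2.51 at subcluster resolution 1, where a finer clustering splits it. Subcluster 5 (14.7 points) was 12.2 points with at most 5% mitochondrial UMIs, 6.14 at resolution 1 and 20.4 with the shifted genes left out. The difference in cycling share of alveolar macrophage-like cells went from -0.40 to 1.75 points without thinning, and whether depth is the cause was not tested. Of 78 named pairs, 38 were kept with at least 30 UMIs, 43 with at least 300 UMIs and 16 after subtraction of the other classes' ratio. Depth limits the Csf1 and Pdgfa ratios in alveolar macrophage-like cells, since they rest on 4 and 8 control UMIs.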

Other observations

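Tests chosen only after the data had been seen are those of less blood in the lungs, of free RNA and stress behind the genes shifted in every class, of reads shared between paralogs or pseudogenes, and all that use the same UMI floor, the same doublet rule, or the subtraction or removal of gene shifts shared with other classes. No test has a replicate.

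Some genes shifted the same way in every class. Of 4193 genes with at least 20 UMIs in each of 13 classes, 25 differed at least 2-fold in the same direction in all 13, 17 higher and 8 lower in the fibrosis library, among them Nme2 (median log2 ratio 3.15). Free RNA that leaks from 1 class does not account for most of them. The class with the least of such a gene held a median of 17.4% of the level in the class with the most. For 26 class markers the median was 0.653% and the highest 4.21%, and 24 of the 25 genes lay above all of these. In a marker of 1 class the lowest class holds free RNA at most. The 26 are not all of that kind, since they include Hist1h2ap, a marker of proliferating cells and 1 of the 25 genes. Free RNA spread evenly over all cells would give like levels in every class, so this comparison cannot exclude it. Against stress of dissociation, the 18 stress genes that could be compared had median log2 ratios over the classes of at most 0.477 either way, while each of the 25 genes differed by at least 1.46 in median. Shared sequence remains. Of 24 shifted genes with a transcript in the annotation, 75% (18 genes, 53.3 to 90.2) had at least 50% of the 31-base words of their last 400 bases in another gene, against 3.37% (141 of 4190, 2.84 to 3.96) of the comparable genes. Reads that map to several genes are kept or dropped according to read length and counting settings, so a candidate explanation is that the libraries were sequenced or counted differently. The labels state neither, so this cannot be checked here, and it would affect any comparison of such genes between the libraries.

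The same shift may explain the split of the classical monocyte-like cells. Subclusters with a control majority held 23.5% of the 361 fibrosis cells, and with 124 genes shifted in 6 non-myeloid classes left out they held 100%. The majority was counted in cells, and the control library held 1511 classical monocyte-like cells. A subcluster richer in fibrosis cells than the rest could thus still have a control majority. The 100% shows that none of the 361 cells lay in a subcluster with a fibrosis majority, not that the libraries mixed evenly. The match of subcluster 5 after the same removal (36 control, 438 fibrosis cells) still had 92.4% of its cells in the fibrosis library, so the shift is not its whole cause. Likewise the monocyte-derived list kept a median log2 ratio of 0.81 in alveolar macrophage-like cells after subtraction of the other classes. Whether the list rose because more cells belong to 1 subcluster or because all cells changed cannot be told apart. Within subcluster 2 the median was 0.25, and its interval of -0.12 to 0.83 holds 0. That more monocyte-derived macrophages were present in the alveoli of the fibrosis mouse remains possible, and so does a change in all its alveolar macrophage-like cells. Either would stand on 1 mouse.

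Several classes that blood brings took a smaller share of the fibrosis library. Neutrophil-like cells had 3.99% of the control library (3.53 to 4.50) after reclustering with the same UMI floor, and 4.26% with the class calls kept, against 0.693% (0.509 to 0.920) and 0.722% in the fibrosis library. A higher floor can therefore account for part of the difference and not for all of it. If the fibrosis mouse had only less blood in the lung, every class that blood brings would fall by a like factor. The ratio of shares of all cells, fibrosis over control, was 0.264 in classical monocyte-like, 0.0843 in neutrophil-like, 0.448 in B cell-like, 0.540 in NK cell-like, 0.944 in nonclassical monocyte-like and 0.956 in T cell-like cells. With the same UMI floor and the class calls kept, the ratios were 0.218, 0.170, 0.827, 0.829, 0.930 and 0.913 in the same order, so much of the fall of B cell-like and NK cell-like cells goes with the higher floor. The neutrophil-like ratios leave out mixed clusters led by neutrophil markers. These held 143 control and 48 fibrosis, 5 and 50, and 23 and 31 cells, against 643 and 49 in the neutrophil-like cluster. Counting them would raise the ratio, so a larger fall of neutrophil-like than of classical monocyte-like cells is not settled. Nonclassical cells made up 17.5% of the control monocyte-like cells (15.8 to 19.3) and 43.1% of the fibrosis ones (39.3 to 47.1), and 15.1% and 43.1% with the same floor, a comparison that no other class enters. Less blood alone would leave this proportion unchanged. Cells that live in the tissue or cling to the vessel wall could still hide part of such a fall, and a difference in digestion or in the mice themselves was not tested.

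The AT2 injury genes were higher in AT2-like cells, but their median log2 ratio was -0.044 once the ratio in the other classes was subtracted, and the list rose by 0.74 in the other classes. Free RNA from AT2-like cells may bring it there. The 10 AT2 markers, level within AT2-like cells (-0.05), also rose by 0.50 in the other classes, less than the list. The list, however, rose by 0.48 within AT2-like cells too, so free RNA would carry it further than the markers. The smaller rise of the markers therefore does not argue against free RNA. A shift of the whole library is not excluded either, so these values do not tell the 2 apart. Whether all AT2-like cells responded alike cannot be told from these values. Over 1628 fibrosis AT2-like cells thinned to 1000 UMIs, Il33 and Lcn2 correlated at r = 0.0769, the 97.95th percentile of 10000 random gene pairs of the same means, whose 95th percentile was 0.0631. Over 973 control cells, however, it was 0.127, and both genes help to define a cluster that already held 21.9% of control AT2-like cells (55.3% in the fibrosis library), so the correlation does not decide.

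Clusters with markers of 2 lineages held more of the fibrosis library (4.94% against 3.30%). With no doublets removed the shares were 6.84% in the fibrosis library and 7.08% in the control library, so unequal doublet removal may account for part of the difference. With the same rule in both libraries they were 4.12% and 3.24%, so part of it remained. The difference also depends on the UMI floor, since with the same floor and new clusters the shares were 5.98% and 7.77%.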
